# Oral dosing for antenatal corticosteroids in the Rhesus macaque

**DOI:** 10.1371/journal.pone.0222817

**Published:** 2019-09-19

**Authors:** Augusto F. Schmidt, Matthew W. Kemp, Mark Milad, Lisa A. Miller, James P. Bridges, Michael W. Clarke, Paranthaman S. Kannan, Alan H. Jobe

## Abstract

Antenatal corticosteroids (ACS) are standard of care for women at risk of preterm delivery, although choice of drug, dose or route have not been systematically evaluated. Further, ACS are infrequently used in low resource environments where most of the mortality from prematurity occurs. We report proof of principle experiments to test betamethasone-phosphate (Beta-P) or dexamethasone-phosphate (Dex-P) given orally in comparison to the clinical treatment with the intramuscular combination drug beta-phosphate plus beta-acetate in a Rhesus Macaque model. First, we performed pharmacokinetic studies in non-pregnant monkeys to compare blood levels of the steroids using oral dosing with Beta-P, Dex-P and an effective maternal intramuscular dose of the beta-acetate component of the clinical treatment. We then evaluated maternal and fetal blood steroid levels with limited fetal sampling under ultrasound guidance in pregnant macaques. We found that oral Beta is more slowly cleared from plasma than oral Dex. The blood levels of both drugs were lower in maternal plasma of pregnant than in non-pregnant macaques. Using the pharmacokinetic data, we treated groups of 6–8 pregnant monkeys with oral Beta-P, oral Dex-P, or the maternal intramuscular clinical treatment and saline controls and measured pressure-volume curves to assess corticosteroid effects on lung maturation at 5d. Oral Beta-P improved the pressure-volume curves similarly to the clinical treatment. Oral Dex-P gave more variable and nonsignificant responses. We then compared gene expression in the fetal lung, liver and hippocampus between oral Beta-P and the clinical treatment by RNA-sequencing. The transcriptomes were largely similar with small gene expression differences in the lung and liver, and no differences in the hippocampus between the groups. As proof of principle, ACS therapy can be effective using inexpensive and widely available oral drugs. Clinical dosing strategies must carefully consider the pharmacokinetics of oral Beta-P or Dex-P to minimize fetal exposure while achieving the desired treatment responses.

## Introduction

Although Standard of Care for women at risk of preterm delivery in high income countries [1, 2], antenatal corticosteroids (ACS) are inconsistently used in low resource environments despite endorsement of the World Health Organization [3]. ACS were considered to be the number one intervention to decrease mortality from prematurity in low resource environments in a 2015 World Health Organization report [4]. A recent analysis emphasizes that ACS alone may have only a modest impact on mortality without other improvements in diagnostic, obstetric and newborn care [5]. And there are potential risks of ACS in low resource environments such as hypoglycemia that may be unrecognized an untreated [6]. The largest trial in low resource environments demonstrated no benefit for low birth weight infants and increased perinatal mortality for all treated pregnancies [7]. A general concern about ACS is that the choice of drug and treatment schedule has not been optimized despite indications that current dosing strategies may expose the fetus to higher doses of these potent corticosteroids than is necessary for the desired maturational effects [8, 9]. The accepted ACS treatments are maternal Intramuscular with either a 1 to 1 mixture of betamethasone phosphate and betamethasone acetate (Beta-P + Beta-Ac) given as two 12 mg doses 24 hour apart or four doses maternal intramuscular of 6 mg dexamethasone phosphate (Dex-P) given at 12 hour intervals [4, 10]. We demonstrated that a single dose of Beta-Ac alone that exposed the fetus to low Beta levels was equivalent to the clinical treatment for lung maturational responses in fetal sheep and monkeys [11, 12]. Maternal infusions of Beta-P to achieve low constant fetal exposures to Beta also cause lung maturation in fetal sheep [13]. However, Beta-Ac is not available as a single component drug and maternal infusions are impractical, particularly in low resource environments. As corticosteroid toxicity is proportionate to dose even for short-term exposures [14], our long-term goal is to develop a lower dose and presumably safer treatment option for ACS. We recently reported that oral corticosteroids were effective for ACS in a sheep model [15]. We have extended these observations to the non-human primate by evaluating the pharmacokinetics and lung maturational effects of oral Dex-P and Beta-P as inexpensive and readily available alternatives for ACS. The study also includes mRNA sequencing of fetal lung, hippocampus and liver to evaluate both lung and systemic effects of oral dosing of ACS. These primate studies are essential proof of concept observations that can help justify randomized controlled trials of new ACS treatment options for worldwide use.

## Methods

### Overview of animal studies

Rhesus macaques were studied in the California National Primate Research Center at the University of California Davis with approved procedures and protocols (Protocol #20333). For ultrasonography animals received intramuscular injections of Ketamine or Telazol at appropriate dosing. For hysterotomy, animals receive analgesia followed by inhalation anesthesia using isoflurane performed by a CNPRC veterinarian and anesthesia technician. Procedures were clustered to minimize pain, distress and reduce animal manipulations. After delivery Rhesus macaques fetuses were euthanized with an overdose of pentobarbital (60mg/kg) prior to necropsy. Rhesus mothers that were not euthanized after delivery received 0.15mg/kg of oxymorphone 3 times a day for 3 days for postoperative analgesia. The CNPRC staff carefully observed the animals post anesthesia until awake and active. Animals were monitored daily for food intake, fecal output, hydration and activity. Discomfort was scored daily for 3 days and sutures assessed daily for 7 days post-operative. Animals were monitored for infection, suture reaction or dehiscence. Animals were treated as considered appropriate by the CNPRC veterinary staff. In case the attending veterinarian at the CNPRC deemed euthanasia of the mother necessary for clinical reasons, it was performed with an overdose of IV pentobarbital (60mg/kg).

Measurements of Beta and Dex were made in non-pregnant reproductive age animals and selectively in gestationally dated pregnant animals. Other gestationally dated animals were treated with the maternal, oral or intramuscular corticosteroids or with a saline placebo and the fetuses were delivered in cull by cesarean section 5 days after the initiation of treatments. The descriptions of the treatment groups, gestational ages, birth weights and fetal sex of the animals are in **Table 1**. The Beta-P + Beta-Ac (Celestone®, Merck, Sharp and Dohme, Kenilworth, NJ) and Beta-Ac (a gift of this component of the clinical product from Merck, Sharp and Dohme) were given by intramuscular injections. The oral Beta-P (Focus Pharmaceuticals Ltd., London, UK) and Dex-P (Fresenius Kabi USA LLC, Lake Zurich, IL) were given in bananas to monkeys habituated to receiving small treats. The drugs were mixed into Kool Aid and rice cereal that were embedded in the middle of 1/4 of a banana.

**Table 1:** Animal groups and treatments.

Treatment Group	(N)	Purpose	Dosing	Treatment to delivery interval (days)	GA at delivery (days)	Fetal Weight (g)	Fetal Sex (M/F)
Controls	6	Negative Control	Saline	5	132 ± 2	320 ± 37	4/2
Beta-Ac + Beta-P Maternal IM	6	Clinical dosing–Positive control	0.25 mg/kg x 2–0 and 24 hr.	5	133 ± 1	330 ± 46	4/2
Beta-Ac–Maternal IM	3	Adult non-pregnant blood levels	0.125 mg/kg x 1	—	—	—	—
	4	Maternal and fetal blood levels	0.125 mg/kg x 2–0 and 24 hr.	5	130 ± 3	291 ± 19	2/2
Dex-P—Oral	3	Low dose Adult non-pregnant blood levels	0.04 mg/kg x1	—	—	—	—
	3	High dose Adult non-pregnant blood levels	0.15 mg/kg x 1	—	—	—	—
	4	Maternal and fetal blood levels	0.15 mg/kg x2–0 and 24 hr.	5	130 ± 3	320 ± 26	1/3
	5	Efficacy—Low dose	0.04 mg/kg x4–6 hr interval	5	130 ± 2	387 ± 38	4/2
	8	Efficacy–blood levels	0.15 mg/kg x3–12 hr interval	5	131 ± 1	131 ± 48	6/2
Beta-P—Oral	3	Adult non-pregnant blood levels	0.15 mg/kg x 1	—	—	—	—
	7	Efficacy	0.15 mg/kg x 3–12 hr interval	5	130 ± 2	300 ± 34	3/4

The groups of non-pregnant animals used for pharmacokinetic studies had been acculturated to blood draws without restraint or anesthesia. Limited paired maternal and fetal blood samples from animals sedated with Ketamine were collected using ultrasound to guide the collection of a small volume of blood from umbilical cord and venous blood from the dam. Fetuses at delivery had blood drawn from the cord vessels just prior to euthanasia with pentobarbital given IV. The fetal chest was opened, the trachea cannulated, and a pressure-volume curve was measured using a syringe and manometer to inflate the lung to 40 cm H_2_O pressure with air and then to deflate the lung with recording of pressure and volume [16]. The lungs were weighed, and the left lung was used for four pooled alveolar washes with saline. The right lung lower lobes were sampled for cryopreservation and the right upper lobe was inflation fixed at 30 cm H_2_O pressure with 10% formalin.

### Measurements on maternal and fetal blood and alveolar wash

We measured complete blood counts, CD4, CD8 and B-cells by FACS, and plasma glucose on selected samples. Cortisol was measured using an ELISA kit (EA65, Oxford Biomedical Research, Rochester Hills, MI). Plasma was extracted with deuterated Beta or Dex added to estimate recovery efficacy and analyzed by mass spectrometry as before [17]. Saturated phosphatidylcholine‎ (SAT-PC) in alveolar wash was measured by phosphorous assay following lipid extraction and treatment of the lipid extracts with osmium tetroxide [18]. Surfactant protein SP-D was measured in alveolar wash by ELISA using a SPD detection kit (cat# RD194059101, Biovendor, Ashville NC).

### mRNA measurements

We extracted total RNA from frozen lungs, hippocampus and liver using RNeasy Universal Mini kits (Qiagen, Valencia, CA). Specific sequences for Rhesus were used to measure mRNA in lung for the surfactant proteins SP-A, B, C, D and other maturational mRNA marker genes (ABCA3, LAMP3, LPCAT1 and SCNN1G) by PCR.

Quality and integrity of total RNA from fetal lung, liver and hippocampus were verified for RNA sequencing using the Agilent 2100 Bioanalyzer (Agilent, Agilent Technologies, Santa Clara, CA). The Cincinnati Children’s Hospital Medical Center DNA Sequencing and Genotyping Core performed sequencing with a read depth of 20–30 million reads per sample for 75 bp with paired-end reads. The raw sequence reads in FASTQ format were aligned to the Rhesus (*Macaca mulatta*) genome build MMUL1.0 using STAR [19]. Differential expression analyses comparing oral Beta-P and the clinical treatment was performed using DESeq2 [20]. Genes were considered differentially expressed based in their fold-change relative to control (= or >1.5), p-value (<0.05) and q-value (<0.1).

### Functional enrichment and pathway analysis

Lists of differentially expressed genes were used for functional enrichment analysis using the g:Profiler web server filtered to exclude electronic GO annotations and false discovery rate adjustment by the Benjamin-Hochberg method [21]. Enrichment p-values are presented as log p-values with negative values representing terms associated with suppressed genes and positive values representing terms associated with induced genes.

### Statistics

Values are given as means ± SD with 2 group comparisons using T-tests or multiple comparisons using ANOVA as appropriate.

## Results

### Pharmacokinetics

Our measurements in primates were guided by pharmacokinetic and lung maturation measurements that we have made in a fetal sheep model using Beta-P+Beta-Ac and Beta-Ac given maternal intramuscular, Beta-P given by maternal infusions and oral treatments with Beta-P and Dex-P [11, 13, 15]. In the fetal sheep, plasma Beta levels in the range of 1 to 4 ng/mL caused lung maturation if maintained for at least 24 hrs. [13, 22]. A dose of 0.125 mg/kg Beta-Ac also caused lung maturation in the monkey and a lower dose was not effective [12]. We used the effective dose of 0.125 mg/kg of the Beta-Ac component of the clinical combination drug to determine maternal blood levels that should be effective for lung maturation. Fetal plasma Beta levels from Beta-Ac were 2.2 ± 0.4 ng/mL at 1hr. with the highest value of 5.9 ± 2.4 ng/mL at 8hr. and with minimal clearance to 24 hr. in non-pregnant monkeys (**Fig 1, Table 2**). In pregnant humans, oral Dex-P has a bioavailability of about 75% of intramuscular Dex-P in two reports [23, 24]. Therefore, we increased the oral doses of Dex-P and Beta-P to 0.15 mg/kg for equivalence with the Beta-Ac results. Oral dosing with 0.15 mg/kg Dex-P or Beta-P yielded comparable blood levels in nonpregnant monkeys of 17.4 ± 5.9 and 16.8 ± 5.6 ng/mL at 3 hrs., values that were about 4-fold higher than for Beta-Ac. Both drugs had rapid oral absorption that was similar. The subsequent half-life values of 3.3 hrs. for Dex and 7.4 hrs. for Beta were quite different with maternal blood levels at 24 hrs. of 2.9±1.4 ng/mL for Beta and 0.22 to 0.07 ng/mL for Dex. Therefore, for considerations of oral dosing, either drug achieved higher initial plasma levels more rapidly than Beta-Ac, but the slower clearance of Beta would favor Beta-P for oral dosing as re-treatment would be needed less frequently to keep the steroid level above 1 ng/mL. The plasma levels of a low dose of 0.04 mg/kg oral Dex-P were about 25% of the high dose, indicating proportionate exposures based on dose. This experiment provided us with information to estimate fetal plasma levels for testing oral maternal treatments in pregnant monkeys.

**Fig 1:**
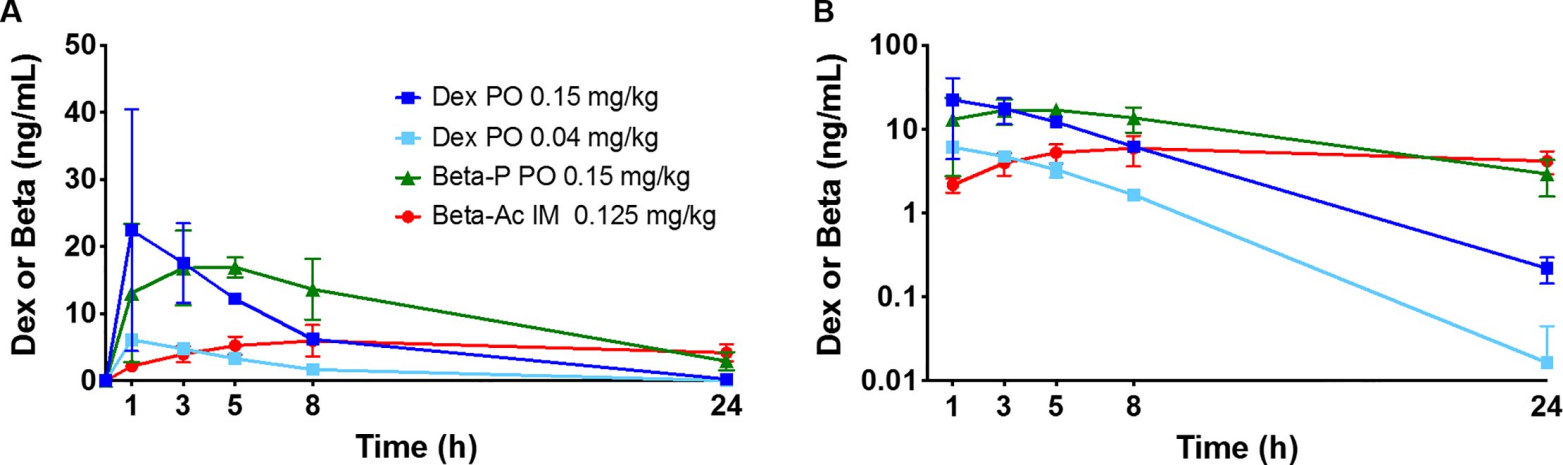
Pharmacokinetics of corticosteroids in non-pregnant reproductive age Rhesus macaque given on a linear scale (A) and log scale of concentration (B). The separate groups of 3 animals were treated with 0.15 mg/kg dexamethasone phosphate orally, 0.04 mg/kg dexamethasone phosphate orally, 0.15 mg/kg betamethasone phosphate orally, or 0.125 mg/kg betamethasone acetate intramuscular. Blood samples were collected over 24 hr. for analysis of betamethasone or dexamethasone in plasma and reported as ng/mL.

**Table 2:** Pharmacokinetic measurements from non-pregnant Rhesus.

	Beta-Ac 0.125 mg/kg IM	Dex-P 0.15 mg/kg PO	Beta-P 0.15 mg/kg PO	Dex-P 0.04 mg/kg PO
C_max_ (ng/mL)	6.1 ± 2.2	26.2 ± 14.8	20.3 ± 2.3	6.1 ± 0.7
AUC _24_	113 ± 38	134 ± 32	226 ± 23	32 ± 6.8
t_1/2_ (hrs.)	N/A	3.3	2.5	7.4

N/A: The half-life (t1/2) after intramuscular Beta-Ac could not be estimated.

We then did a minimal sampling protocol of paired maternal blood and ultrasound guided fetal blood collections at 6 hr, 12 hr, and 24 hr after treatment without complications or loss of a fetus. We again used maternal intramuscular 0.125 mg/kg Beta-Ac as the known effective dose and the same 0.15 mg/kg oral Dex-P (**Fig 2**). Beta levels from Beta-Ac were essentially constant over 24 hrs. in the maternal plasma at about 2.5 ng/mL, a value lower than the value of about 5 ng/mL in the non-pregnant animals. Fetal blood levels also were stable over 24 hrs. at about 1 ng/mL with an average fetal to maternal ratio of 0.42. The oral Dex-P yielded a higher maternal plasma value of 10.4 ng/mL at 6 hr. but by 24 hr. the value was 0.7±0.4 ng/mL with a half-life of 4.8 hr. Maternal blood Dex levels were similar to the levels for the nonpregnant monkeys. The t_1/2_ for Dex in fetal blood was 4.3 hrs. from 6 to 24 hrs. with a maternal half-life of 4.8 hr. In 3 animals we also had paired maternal and fetal blood sampling at 12 hr. only following a maternal dose of 0.15 mg/kg Beta-P (**Fig 2**). The maternal values were comparable to the oral Dex-P levels in the non-pregnant monkey with a fetal to maternal ratio for Beta of 0.49. Given the slower clearance of Beta from the maternal circulation, estimated fetal levels at 24 hr. should be about 1.5 ng/mL.

**Fig 2:**
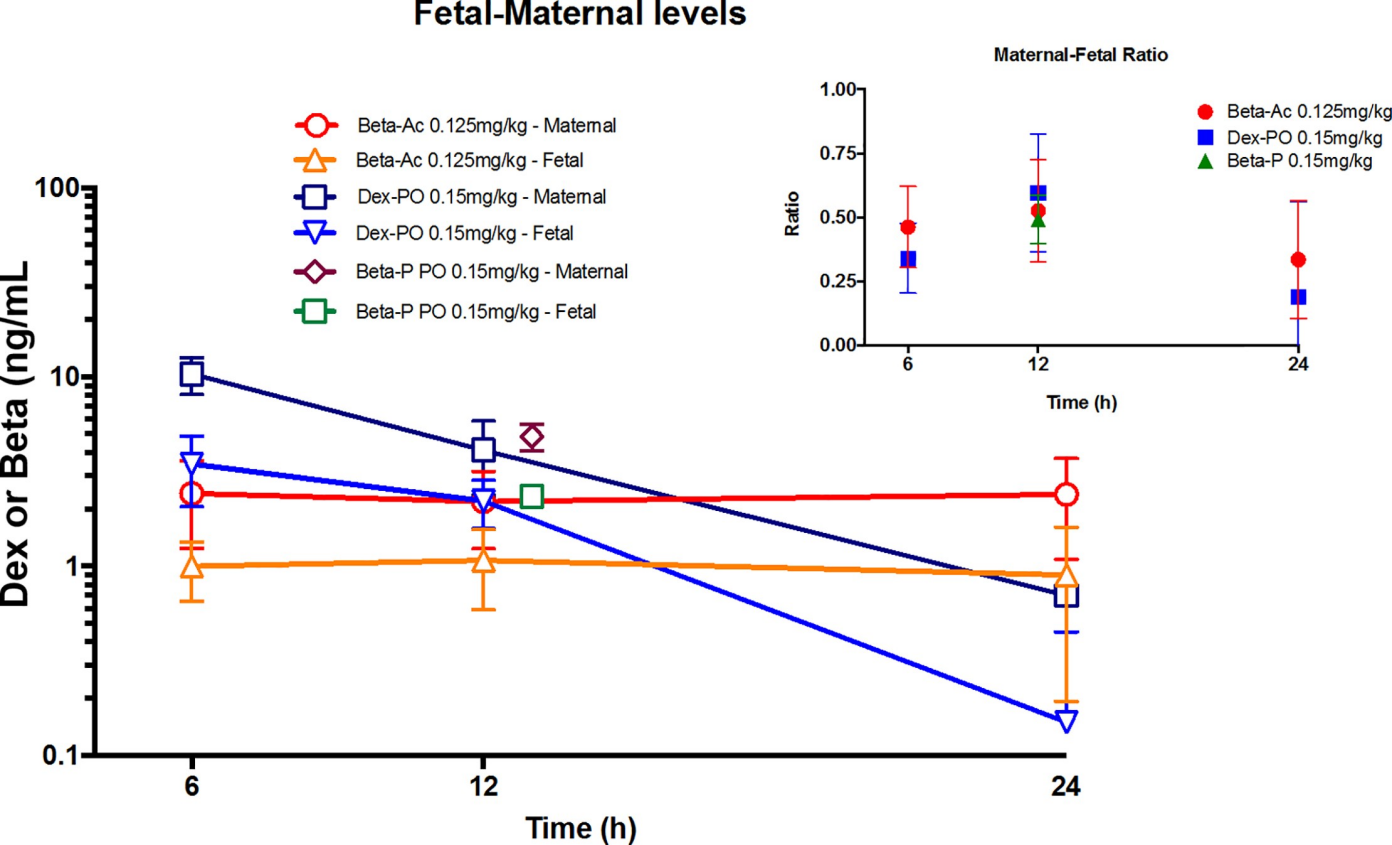
Pharmacokinetics of corticosteroids in maternal and fetal plasma. Groups of 4 pregnant monkeys were treated with maternal intramuscular 0.125 mg/kg betamethasone-acetate, maternal oral 0.15 mg/kg dexamethasone-phosphate or maternal oral 0.15 mg/kg betamethasone-phosphate (Beta-P). Paired maternal and fetal blood samples were collected 6, 12 and 24 hr. after the intramuscular betamethasone-acetate and oral dexamethasone-phosphate treatments and only at 12 hr. for the betamethasone-acetate. Plasma levels are reported as ng/mL. The insert gives the ratios for fetal to maternal drug ratios.

### Lung pharmacodynamic effects

We then tested oral Beta-P and oral Dex-P in comparison to saline controls and the positive control with two intramuscular doses of 0.25 mg/kg Beta-Ac + Beta-P given 24 hrs. apart. We measured pressure-volume curves 5 days after the initial dose to assess static lung compliance by the gas volumes in the lung at 40 cm H_2_O peak pressure (V40), (**Fig 3)**. Based on the low fetal plasma levels at 24 hr. for oral Beta-P and Dex-P (**Fig 2**) we tested efficacy with 3 oral doses of 0.15 mg/kg given at 12 hr. intervals. Beta-P given as three 0.15 mg/kg oral doses separated by 12 hrs. yielded pressure-volume curves that were significantly different from controls and were similar to the mean curve for the clinical dosing. The qualitative V40 and deflation stability values were not significantly different relative to the saline control for the 8 animals treated with Dex-P. Of note, 2 of the 8 animals had increased lung gas volumes comparable to the mean value for the clinical treatment with 2 intramuscular doses of 0.25 mg/kg Beta-P + Beta-Ac. With low dose 0.04 mg/kg oral Dex-P treatment given as 4 doses at 6 hr. intervals the mean pressure volume curves demonstrated no effect. We also gave 2 doses of 0.125 mg/kg of Dex-P separated by 24 hr. to three animals that were used for maternal to fetal drug transfer measurements. The V40 values were 18 ± 5 ml/kg, which was not different than for the saline control curves of 16 ± 2 ml/kg at 5 days. Sat-PC in the alveolar washes qualitatively increased in the 3 steroid treated groups but was not significant for any group because of highly variable values (**Table 3**). Surfactant protein D (SP-D) also was measured in the alveolar wash and was not different across groups. Selected mRNA measurements associated with lung maturation were measured by PCR, and there were no changes in these mRNA values relative to the controls at 5 days.

**Fig 3:**
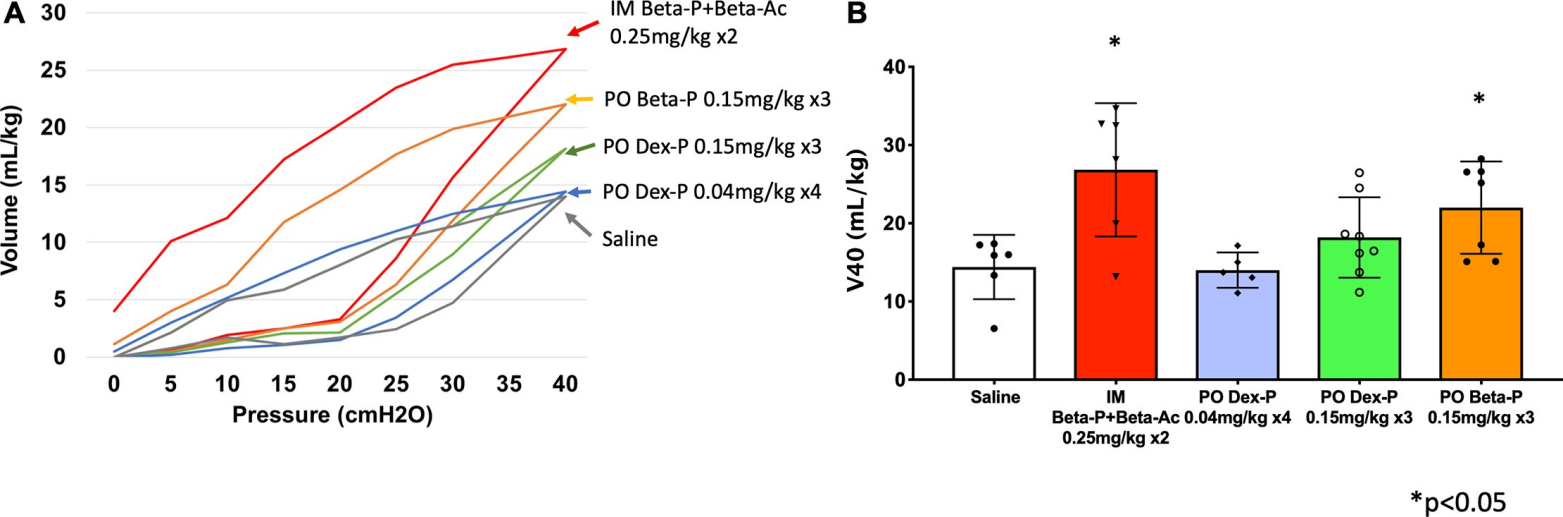
A. Pressure-volume curves and B. maximal lung gas volumes measured at 40 cmH_2_O pressure for groups of 6 to 8 fetuses 5 days after the maternal treatments as indicated. The clinical treatment and oral Beta-P group were significantly different from saline controls (p<0.05).

**Table 3:** Measurements at 5 days after treatment.

	Control Saline	Clinical—0.25 mg/kg Beta-P + Beta-Ac (0 and 24 hrs.)	Oral Dex-P 0.15 mg/kg (0, 12, 24 hrs.)	Oral Beta-P 0.15 mg/kg (0, 12, 24 hrs.)
Fetal weight (g)	320 ± 37	330 ± 46	331 ± 48	300 ± 34
Lung weight / fetal weight (g/kg)	20 ± 10	26 ± 2	24 ± 3	27 ± 4
Thymus weight / fetal weight (g/kg)	3.4 ± 0.8	2.6 ± 0.5	2.7 ± 0.3	2.5 ± 0.7
***In Bronchoalveolar Lavag***e				
Sat Phosphatidylcholine (μm/kg)	0.12 ± 0.05	0.68 ± 0.89	0.13 ± 0.13	0.13 ± 0.13
Surfactant Protein-D (ng/mL)	457 ± 216	776 ± 438	733 ± 580	733 ± 580
***In maternal blood***				
CD-4 lymphocytes % total	8.7 ± 3.7	8.4 ± 3.9	6.1 ± 4.0	4.5 ± 8.3
CD-8 lymphocytes % total	7.1 ± 3.4	8.7 ± 3.3	7.6 ± 2.7	4.8 ± 2.7
B cells % total	3.8 ± 2.4	3.9 ± 1.7	3.1 ± 0.8	2.9 ± 1.4
Cortisol (μg/dL)	17.1 ± 0.3	10.8 ± 4.5*	18.6 ± 10	15.9 ± 7.8
***In fetal blool***				
Cortisol (μg/dL)	2.9 ± 0.8	2.0 ± 0.5	3.2 ± 0.8	2.4 ± 0.6
***In mRNA fetal lung tissue***				
SP-A	1 ± 0.35	1.36 ± 0.57	1.35 ± 0.68	1.47 ± 1.10
SP-B	1 ± 0.28	1.31 ± 0.47	0.97 ± 0.29	0.94 ± 0.38
SP-C	1 ± 0.48	1.22 ± 0.54	0.72 ± 0.24	0.65 ± 0.27
SP-D	1 ± 0.33	1.16 ± 0.39	1.01 ± 0.27	0.87 ± 0.34
ABCA3	1 ± 0.17	1.23 ± 0.30	1.06 ± 0.37	1.00 ± 0.43
LAMP3	1 ± 0.27	1.10 ± 0.67	0.72 ± 0.15	0.67 ± 0.33
LPCAT1	1 ± 0.18	1.26 ± 0.36	1.18 ± 0.41	0.92 ± 0.41
SCNN1G	1 ± 0.28	1.15 ± 0.30	1.15 ± 0.32	0.94 ± 0.32

*p<0.05 compared to control

### Other effects of the treatments

Only the clinical treatment caused suppression of maternal cortisol at 5 days (Table 3). The fetal weights (**Table 1**), lung weights and thymus weights (**Table** 3) were not different across the 5 day treatment groups. The dam white blood cell values, lymphocyte classes and glucose values also were not different at 5 days.

### RNA-sequencing

In order to identify differential pulmonary and systemic effects of the oral Beta-P treatment compared to the 2-dose clinical treatment we compared the transcriptome profiles of the lungs, liver and hippocampus of 4 animals in each group. 

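Total RNA from the lung, liver and hippocampus of the same 8 fetuses was sequenced, which gave 24 libraries, 4 per treatment in each of the 3 tissues. The clinical treatment was 0.25 mg/kg of betamethasone phosphate plus betamethasone acetate given to the mother by intramuscular injection in 2 doses with a 24 hr interval. Oral Beta-P is betamethasone phosphate given to the mother by mouth, here 0.15 mg/kg in 3 doses with a 12 hr interval, and the fetuses of both groups were delivered at 5 days. The authors deposited, for each tissue, the number of reads assigned to each of 45579 Ensembl transcripts of the macaque, without normalization. The lung and hippocampus values are whole counts. In the liver, 55.4% of the values are estimated counts that are not whole, and these were rounded to whole numbers before testing. In the lung the total per library was 22519902 to 28641485 counts with the clinical treatment (median 24059768) and 21088272 to 22312791 with oral Beta-P (median 22117414). In the liver it was 27686761 to 30586434 (median 28654724) and 25803825 to 32122919 (median 28790522), respectively. In the hippocampus it was 22537044 to 32788826 (median 24956938) with the clinical treatment and 32836217 to 35254898 (median 34748574) with oral Beta-P. The authors aligned the reads to the macaque genome with STAR and compared the treatments with DESeq2, and the tool that assigned reads to transcripts is not named in the paper's text. Reads that several transcripts of a gene share can be divided between them in more than one way, so a transcript count carries an uncertainty that a gene count does not. The files list transcript identifiers and do not pair them with gene names, so no gene is named here. For each tissue, edgeR's quasi-likelihood test compared oral Beta-P with the clinical treatment after TMM normalization, over the transcripts with enough counts for the test, and a transcript was called differentially expressed with the paper's thresholds of a fold change of at least 1.5, a p-value below 0.05 and a q-value below 0.1. No pair of libraries of a tissue held the same values, since the closest pair differed in 32436 transcripts. The groups also differed in gestational age, which averaged 132.75 days (132 to 133) with the clinical treatment and 129.75 days (127 to 132) with oral Beta-P, and the libraries of each tissue came from 2 sequencing runs. The animals are numbered here from 1 to 4 within each treatment, in the order of their numbers in the sample labels.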

We previously reported that the clinical drug has a large impact in the lung and hippocampus transcriptome at an early timepoint of 4h with decreased effects at 5 days [12]. Here we compared the two treatments to each other to explore differential effects of oral dosing and the intramuscular clinical treatment. 

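The libraries of each tissue were compared over the 500 transcripts that varied most after DESeq2's variance stabilizing transformation. In the lung the first principal component held 27.7% of the variance and the second 16.4%. The corresponding shares were 33.2% and 18.4% in the liver and 34.2% and 19.0% in the hippocampus. The share of the squared distance between libraries that lay between the 2 treatments was 18.0% in the lung (exact permutation test over the 35 splits of 8 libraries into 4 and 4, one-sided, p = 0.143), 20.6% in the liver (p = 0.143 from the same exact test) and 14.1% in the hippocampus (p = 0.371 from the same exact test). A split of the 8 libraries gives 14.3% on average, and the smallest p-value that the test allows is 0.0286. Over these 500 transcripts the separation of the treatments was thus not larger than the spread between animals in any of the 3 tissues. The lung share moved most when the library of clinical animal 1 was left out, to 26.5% (exact permutation test, p = 0.0286). Over all transcripts that passed the filter on low counts it was 19.3% (exact permutation test, p = 0.0286). Leaving out the library of oral animal 3 gave a liver share of 22.9% (exact permutation test, p = 0.0286). The average of 14.3% holds for 8 libraries, so shares with 1 library left out cannot be set directly against it or against the shares of all 8.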

Principal component analysis showed similarity between groups with little separation between the samples in the two groups (**Fig 4A**). There were no differentially expressed genes in the hippocampus between the two treatments. 

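In the hippocampus 29041 transcripts had enough counts to be tested. None was called differentially expressed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest q-value was 1.00. Without adjustment, 902 transcripts had a p-value below 0.05, where 1452 would be reached by chance alone if none differed. With DESeq2 in place of edgeR, 38 transcripts were induced and 28 were suppressed by oral Beta-P. In 36 of these 66 transcripts, every library of one treatment was at or below 3 counts, and 24 of the 66 had at least 10 counts in every library.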

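In the lung 27108 transcripts were tested. With edgeR's quasi-likelihood test, oral Beta-P induced 0 transcripts and suppressed 1 relative to the clinical treatment. Without adjustment for multiple testing, 2480 transcripts had a p-value below 0.05, of which 1137 were higher and 1343 lower with oral Beta-P. Chance alone would give 1355 on average if none differed, and other splits of the same animals gave up to 1985. The 4 values of one treatment lay entirely above the 4 of the other in 1710 transcripts, or 6.31% of those tested, where chance gives 2.86%. The single transcript that was called, ENSMMUT00000054851.1, had a mean of 3762 normalized CPM (counts scaled to library size; range 3299 to 3977, n = 4) with the clinical treatment and 1873 (range 1653 to 2091, n = 4) with oral Beta-P. Its log2 fold change was -1.01 (standard error 0.10) with an adjusted p of 0.0977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 oral Beta-P libraries were below the 4 clinical libraries (exact permutation test, two-sided, p = 0.0286, the smallest possible). The rule that named this transcript required that its treatments not overlap, so this p-value adds no support to the call. With each library left out in turn the transcript's log2 fold change stayed between -1.06 and -0.94. Its adjusted p from edgeR's quasi-likelihood test then lay between 0.0702 and 0.366. Over the other alternatives its adjusted p went from 3.2e-21 with DESeq2 to 0.931 with gestational age as a covariate. The choice of test moved the counts most. DESeq2, which the authors used, called 115 induced and 224 suppressed transcripts at the same thresholds, and of these 339 transcripts 293 had an unadjusted p-value below 0.05 and the same direction with edgeR. The remaining 46 did not pass edgeR's filter on low counts. The sequencing runs of the lung were not balanced, as the libraries of clinical animals 1 and 2 came from one run and the other 6 libraries from another. Within the run of these 6 libraries, edgeR called 0 transcripts, with 2098 at an unadjusted p-value below 0.05. With gestational age as a covariate it called 0, with 1435 at an unadjusted p-value below 0.05. When the library of clinical animal 1 was left out, 8 transcripts were called.

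**Figure D1:**
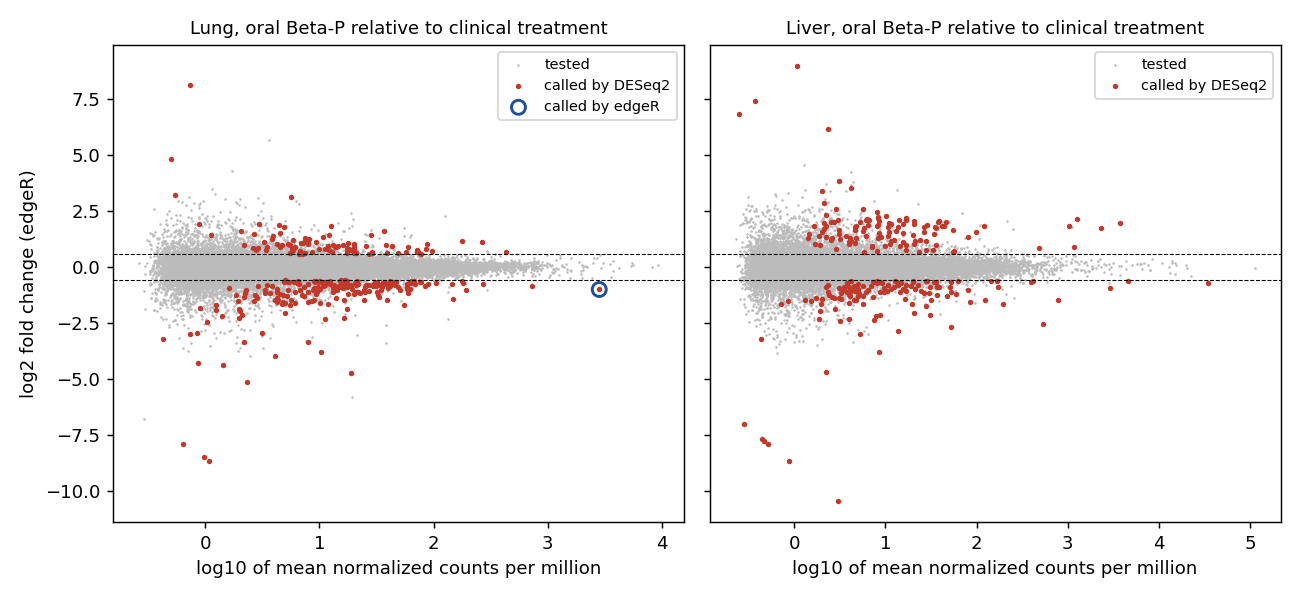
Log2 fold change of oral Beta-P relative to the clinical treatment (vertical axis, from edgeR) against the log10 of the mean normalized CPM (horizontal axis) for each transcript tested in the lung (left) and the liver (right), with 4 animals per treatment. Grey points are transcripts tested by edgeR, red points those of them called by DESeq2, and dashed lines a fold change of 1.5. The blue circle is the lung transcript called by edgeR, at a log2 fold change of -1.01. A further 46 lung and 45 liver transcripts called by DESeq2 did not pass edgeR's filter on low counts and are not shown.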

In the lung, relative to the clinical treatment, oral Beta-P induced 118 and suppressed 236 genes in the lung. 

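The lists of lung transcripts that DESeq2 called were examined for their counts, since gene names were not assigned and biological processes were not analysed here. Among the 115 induced transcripts, 89 had at least 10 counts in every library, and in 20 every clinical library was at or below 3 counts. The median log2 fold change of the induced transcripts was 0.98. Among the 224 suppressed transcripts, 177 had at least 10 counts in every library, and in 27 every oral Beta-P library was at or below 3 counts. Their median log2 fold change was -1.04. The 2 treatments did not overlap in 90 of the induced and 167 of the suppressed transcripts.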

The induced genes in the lung were associated with biological processes of cellular division while suppressed genes were associated with developmental processes and differentiation (**Fig 4B**). 

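In the liver 25064 transcripts were tested, and edgeR's quasi-likelihood test called 0 induced and 0 suppressed transcripts. The smallest q-value was 0.473. Without adjustment, 1775 transcripts had a p-value below 0.05, with 877 higher and 898 lower with oral Beta-P. Chance alone would give 1253 on average if none differed. Transcripts vary together across the animals, and 2 of the 35 splits of the animals, the treatment split included, gave as many. The largest of the other splits gave 1910, so the excess over 1253 is not set apart from other groupings. In 1050 transcripts, or 4.19% of those tested, the values of the 2 treatments did not overlap. DESeq2 called 142 induced and 154 suppressed transcripts. Of these 296 transcripts, 251 had an unadjusted p-value below 0.05 and the same direction with edgeR, and 45 did not pass its filter on low counts. The liver library of oral animal 3 came from one run and the other 7 from another. Among these 7 libraries, edgeR called 0 transcripts, with 1570 at an unadjusted p-value below 0.05. Leaving out the library of clinical animal 1 gave 2 called transcripts and leaving out that of clinical animal 2 gave 1.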

In the liver, oral Beta-P induced 145 and suppressed 156 genes relative to the clinical treatment. Induced genes were associated with myeloid cell differentiation and suppressed genes were associated with developmental processes, including morphogenesis and angiogenesis (**Fig 4C**). 

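The liver transcripts called by DESeq2 were also examined by their counts, and the processes named for them were not analysed here. The 142 induced transcripts had a median log2 fold change of 1.84, and 108 of them had at least 10 counts in every library. In 25 of them every clinical library was at or below 3 counts. The 154 suppressed transcripts had a median log2 fold change of -1.18, with 123 at 10 or more counts in every library and 24 in which every oral Beta-P library was at or below 3 counts. The values of the 2 treatments did not overlap in 83 induced and 117 suppressed transcripts.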

The top differentially expressed genes are listed in **Fig 5**. 

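When the transcripts called by DESeq2 were ranked by their log2 fold change, the extremes of both tissues were transcripts with almost no counts in one treatment. Of the 20 most induced in the lung, 20 had at most 3 counts in every clinical library, and of the 20 most suppressed, 19 had at most 3 counts in every oral Beta-P library. In the liver this held for 20 of the 20 most induced and 20 of the 20 most suppressed. The treatment with the higher counts also had a library with 0 counts in 15 of the 20 most induced and 16 of the 20 most suppressed lung transcripts, and in 15 of the 20 most induced and 9 of the 20 most suppressed liver transcripts. The 3 transcripts that follow were chosen after their values were seen, as the most induced in each tissue and the most suppressed in the liver. In the lung, ENSMMUT00000024864.3 had 0 counts in every clinical library and between 2 and 151 counts with oral Beta-P, or 4.01 ± 3.14 normalized CPM (SD, n = 4). It was at least 32.8-fold higher with oral Beta-P (exact permutation test, two-sided, p = 0.0286). That p-value ranks the 2 counts of oral animal 3 above 0. Both values lie at or below 3 counts, so the test does not establish that the treatments were separate. DESeq2 gave this transcript an adjusted p of 1.3e-05, and edgeR's quasi-likelihood test without a filter on low counts an adjusted p of 0.455. In the liver, ENSMMUT00000013439.3 had 0 counts in every clinical library and between 0 and 144 with oral Beta-P, or 2.76 ± 2.38 normalized CPM (SD, n = 4), at least 26.3-fold higher. The exact permutation test (two-sided) gave p = 0.143, the smallest that these counts allow, because oral animal 1 also had 0 counts. That test therefore cannot decide whether the difference was larger than the spread between animals. DESeq2 gave this transcript an adjusted p of 0.0017, and edgeR's quasi-likelihood test without the filter an adjusted p of 0.762. The liver transcript ENSMMUT00000003782.3 had between 31 and 500 counts with the clinical treatment, or 5.99 ± 8.22 normalized CPM (SD, n = 4), and 0 counts in every oral Beta-P library, at least 57.4-fold lower (exact permutation test, two-sided, p = 0.0286), or at least 18.3-fold lower without clinical animal 1. Its adjusted p was 2.4e-07 with DESeq2 and 0.581 with edgeR's quasi-likelihood test.

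**Figure D2:**
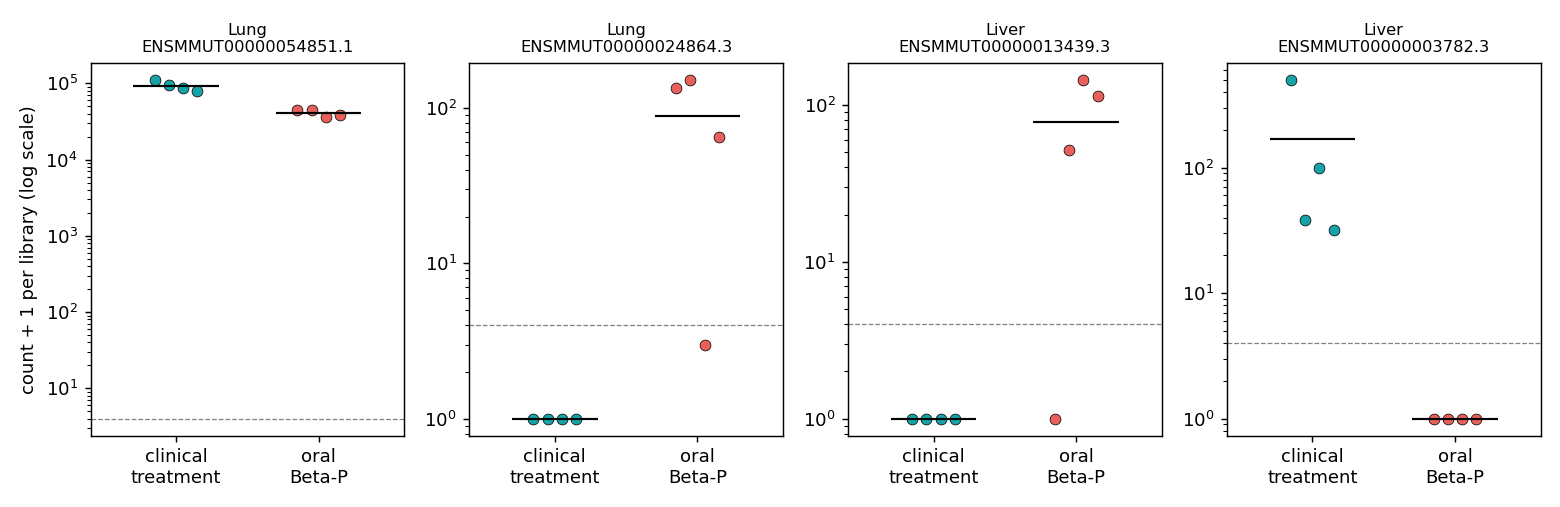
Count plus 1 of a transcript in each library (vertical axes, log scale, with their own ranges) with the clinical treatment and with oral Beta-P, for 2 transcripts in the lung and 2 in the liver. Points are animals (n = 4 per treatment), solid lines the mean of the counts plus 1, and dashed lines a count of 3; the 3 transcripts on the right have 0 counts in every library of one treatment.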

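The median absolute log2 fold change between treatments over the transcripts tested in the hippocampus was 0.11. A fold change of at least 1.5 in either direction was reached by 8.79% of the tested transcripts, and by 1.06% of the 14663 transcripts with a mean of at least 3 on the log2 CPM scale. In 613 transcripts, or 2.11%, the values of the 2 treatments did not overlap.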

There were no significant differences in the transcriptome of the hippocampus between groups.

**Fig 4:**
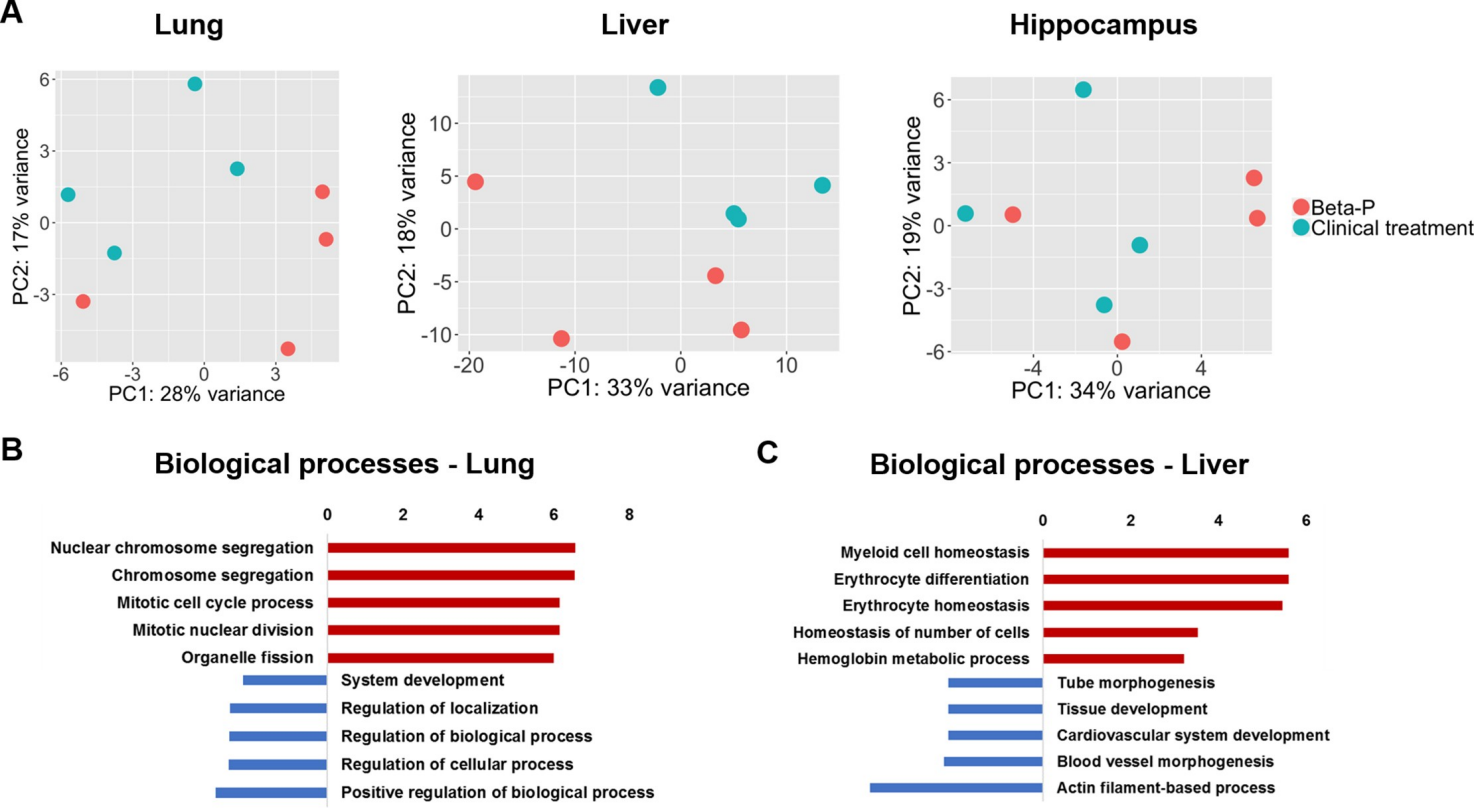
A. Principal component analysis of transcriptomic profiles of fetuses treated with the clinical treatment or oral Beta-P (n = 4 animals/group). B. Biological processes associated with differentially regulated genes in the lung. C. Biological processes associated with differentially regulated genes in the liver.

**Fig 5:**
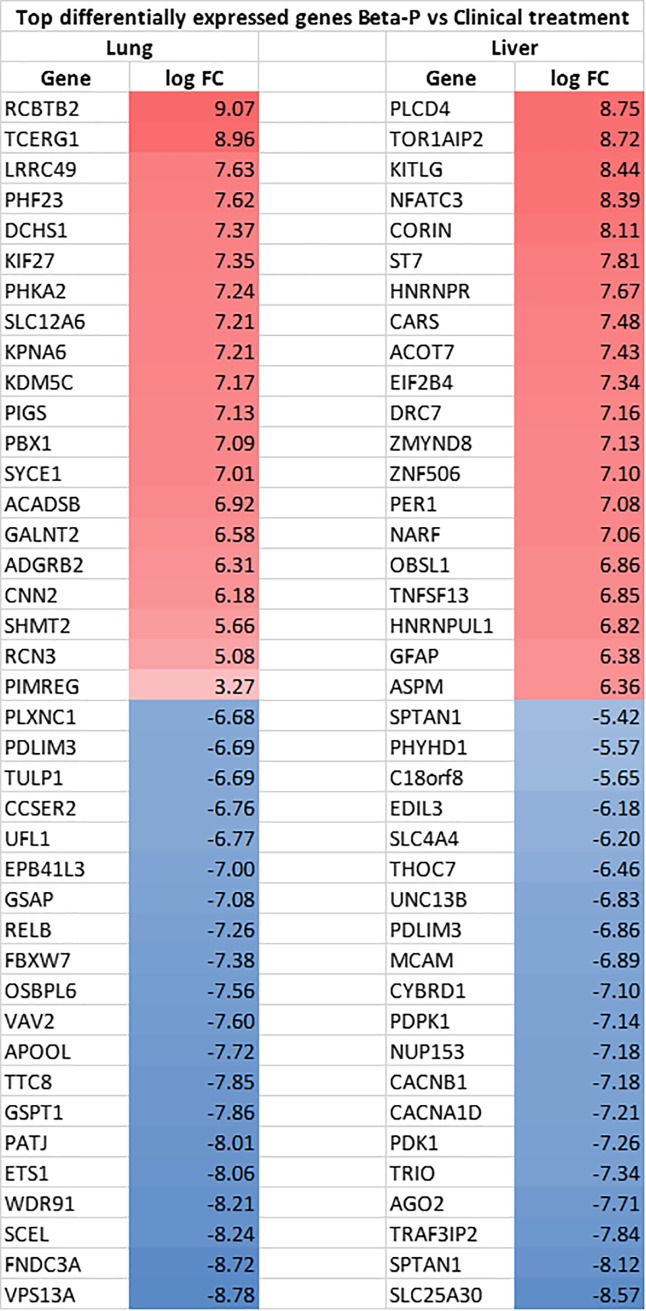
Top differentially expressed genes by RNA-sequencing in the lung and liver of animals treated with Oral Beta-P compared to the clinical treatment. Values are expressed as log fold change (logFC).

## Discussion

The standard of care for ACS is by repeated maternal intramuscular injections, using several fluorinated corticosteroid preparations that cross the placenta to the fetus [10, 25]. However, the pharmacokinetics to establish optimal drug choice, dose and treatment were never evaluated [9]. Other routes of treatment have been reported but have been minimally studied [10]. Fetal intramuscular steroids were considered for human use to selectively target the fetus, but fetal intramuscular corticosteroids were not as effective as maternal ACS in sheep models [26]. Intravascular ACS using Dex-P also has been reported but will cause very high maternal plasma corticosteroid levels. There are no experimental reports of oral ACS in animals, and the clinical experience with oral ACS is limited to one trial and case reports. Egerman and colleagues reported in 1997 the pharmacokinetics of 6 mg intramuscular Dex-P and 8 mg PO Dex-P in third trimester pregnant women [27]. Peak plasma levels for maternal oral Dex were about 65% of intramuscular levels with peak concentrations at 30 min. for intramuscular and 2 hr. for PO treatments. Plasma half-life values and bioactivity were similar. They then reported a clinical trial in 1998 for women at risk for preterm delivery to receive 4 doses of 6 mg Beta-P intramuscular or 4 doses of 8 mg Beta-P PO, repeated at 12 hr. intervals [23]. This study was stopped at 39% enrollment for more neonatal sepsis and intraventricular hemorrhage in the oral treatment group. There was no explanation for the increase in adverse outcomes with the oral treatment, but the adverse outcomes were lower than expected in the intramuscular treated patients. This trial is a cautionary note indicating that careful monitoring is essential for future trials with oral ACS.

For low resource environments where drug stability, safety and cost are of paramount concern, oral ACS may have many advantages. Beta-P and Dex-P are available as pills or solutions worldwide and are used as oral preparations for multiple indications [14]. This exploratory study was designed as an initial proof of principle of oral ACS using a primate model. We evaluated the pharmacokinetics of oral Beta-P and Dex-P as they are the two fluorinated corticosteroid drugs routinely used for ACS. Our comparison was to the slowly solubilized intramuscular Beta-Ac to calibrate oral dosing against an effective treatment with low fetal exposures that we had characterized in sheep and primate models [11, 12, 15]. In humans, oral Dex-P is rapidly absorbed with a time to peak concentration that is similar or slightly longer than for intramuscular Dex-P and with a clearance half-life of about 4 hrs. in adult men [28]. Peak blood levels of Dex after oral Dex-P are about 70% of the levels following intramuscular Dex-P with clearance half-life values of about 4 hrs. with similar bioavailability for the oral treatment ranging from 70–100% [24, 27]. There is a lack of information comparing oral and intramuscular Beta-P in humans. There also is no information for efficacy of lower doses of these drugs for ACS.

In the non-pregnant female monkey, oral absorption of Dex and Beta were equivalent, but the clearance rate was substantially slower for Beta than for Dex. In the pregnant animals our limited measurements demonstrated stable and low maternal plasma levels from 0.125 mg/kg Beta-Ac of about 2 ng/mL Beta and fetal plasma levels of about 1 ng/mL for the 3 measurements at 6, 12 and 24 hrs. The fetal to maternal Beta ratio was 0.4 in cord blood, which was similar to values reported for humans [24, 29]. The oral dose of 0.15 mg/kg Dex-P demonstrated a maternal half-life of 4.8 hr. and a fetal half-life of 4.3 hr. from 6 to 24 hrs. resulting in a fetal Dex level of < 1 ng/ml by 24 hrs.

For evaluation of treatment effects, we used the doses for which we had the pharmacokinetic measurements in comparison to the much higher clinical treatment with 0.25 mg/kg Beta-P + Beta-Ac given as 2 doses separated by 24 hrs. We assume the clinical treatment causes a maximal ACS response [8]. The lung gas volume responses were measured at 5 days after treatment initiation to be within the interval of 24 hr. to 7 days for clinical benefit [4, 30]. The only physiological measurement available to us with the monkey was the pressure-volume curve. This measurement has reliably predicted dynamic compliance and gas exchange maturational signals in sheep models, including for oral treatment [15]. Statistically, the 0.15 mg/kg oral Beta-P given as 3 doses at 12 hr. intervals was different from the controls and not different from the clinical treatment. The V40 values were more scattered with the 3 dose 0.15 mg/kg Dex-P treatment with 2 of 8 with high V40 values but 6 values were not different from control. The 4 doses of 0.04 mg/kg oral Dex group were clearly not effective. Based on our demonstration that the sustained fetal Beta levels achieved with Beta-Ac are sufficient for lung maturation in sheep and monkeys [11, 12], and the oral fetal Beta level measured at 12 hr. in 2 animals of 2.35 ± 0.05, lung maturation should have occurred (**Fig 2**). The fetal Dex level of 2.2 ± 0.6 measured for the oral Dex dose of 0.15 mg/kg also should have been effective, but variability between animals and the possibility that Dex and Beta are not equivalent by potency may explain the lack of effect. In humans, the 2-dose ACS treatment decreased respiratory distress syndrome by only 40%, and ACS treatments in animal models consistently have variable responses with animals that do not have lung maturation responses [1, 11]. In this study, 2 of the 6 animals given the high 2 dose clinical treatment were in the range of the control animals (**Fig 3**). Variable responses and the limitation of animal numbers when using primates makes these experiments of low sensitivity.

In a previous study with this same model with primates, single doses of intramuscular 0.25 mg/kg Beta-P+Beta-Ac and 0.125 mg/kg Beta-Ac increased the amount of Sat PC in the alveolar lavage at 5 days as an indicator of increased surfactant by ACS [12]. In this experiment, two dose of 0.25 mg/kg Beta-P+Beta-Ac or oral dosing with Beta-P or Dex-P did not significantly increase SAT-PC. The estimates of surfactant pool sizes are remarkably low—0.25 mg/kg for controls and 0.66 mg/kg for the two dose 0.25mg/kg Beta-P+Beta-Ac. Similarly, surfactant protein D did not increase, and we did not have assays for the other surfactant proteins. The panel of mRNAs as indicators of maturation also were not increased at 5 days, a result we anticipated. In sheep models, increases in mRNA occur quickly after fetal exposure to ACS or inflammation, but the mRNA values return to control values within a few days [31]. The same phenomenon has been described for explants from early gestation human lung [32].

We showed in the primate model that eliminating unnecessary peak fetal exposure to antenatal corticosteroids decreases potentially toxic effects identified in the fetal hippocampus by transcriptome analysis [12]. Despite the higher dose that was administered orally, the differences in the transcriptome of the liver and lung after oral treatment with Beta-P compared to the clinical treatment were small and do not indicate the potential for increased toxicity. 

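In the lung the median absolute log2 fold change of oral Beta-P relative to clinical treatment was 0.17 over the tested transcripts, with a median standard error of 0.20. In the liver it was 0.19, with a median standard error of 0.25. A fold change of at least 1.5 was reached by 12.7% of the lung transcripts and 15.3% of the liver transcripts. These shares fell to 3.51% of 14687 and 5.58% of 10687, respectively, among transcripts with a mean of at least 3 on the log2 CPM scale. The lung and liver of the same animals were also tested together for transcripts on which the treatments acted differently in the 2 tissues, and edgeR's quasi-likelihood test of the interaction found 11 of 29830 transcripts with a q-value below 0.1. With the animal included as a replicate block, it found 0, with 1867 at an unadjusted p-value below 0.05. From the size of the differences in the lung and the liver, the paper states that they do not point to a potential for increased toxicity. There it calls the oral dose the higher one, while elsewhere it describes the clinical treatment as much higher. The doses given were 0.15 mg/kg in 3 doses for oral Beta-P and 0.25 mg/kg in 2 doses for the clinical treatment.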

In the lung Beta-Ac had increased expression of genes associated with cellular proliferation. Suppression of cellular proliferation is a known effect of corticosteroids that we had previously observed with a single dose of the clinical drug and here we observe with 2 doses of the clinical drug relative to the oral Beta-Ac. The suppression of genes associated with development likely reflect effects of corticosteroids on differentiation and maturation pathways but are of unclear significance as the genes affected are not important mediators of fetal lung maturation and the functional maturation measured by lung compliance was similar between the two treatments. More importantly, there were no differences in the hippocampus transcriptome showing that the oral dose does not expose the fetus to additional potential risks to neurodevelopment compared to the clinical treatment.

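The hippocampus libraries were divided between sequencing runs in almost the same way as between treatments. The libraries of clinical animals 1, 2 and 3 came from one run, and that of clinical animal 4 and the 4 oral Beta-P libraries from another, so no comparison within a run has more than 1 clinical library. With run as a covariate, 8 transcripts were called as induced and 0 as suppressed by edgeR's quasi-likelihood test, and 2110 had an unadjusted p-value below 0.05. With gestational age as a covariate, 0 were called and 1180 had an unadjusted p-value below 0.05. The paper concludes from the absence of differences in the hippocampus that the oral dose carries no additional potential risk to neurodevelopment relative to the clinical treatment.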

The experiments have limitations inherent to studies in primates. Our assessments of lung responses in small experimental group sizes compromised the sensitivity of the studies. In contrast to similar studies in sheep models, we did not attempt to ventilate the preterm monkeys after delivery to evaluate dynamic lung mechanics and gas exchange [12]. The pregnant monkeys had lower plasma corticosteroid levels than did the non-pregnant monkeys, which needs to be further evaluated in the human. The clearance kinetics for Beta and Dex were quite different. Any future clinical studies of oral dosing of ACS need to consider the pharmacokinetics of the drug chosen for evaluation.

In conclusion, oral ACS treatments are feasible. Dosing can be adjusted based on pharmacokinetics to achieve fetal exposures that avoid high and unnecessary fetal plasma corticosteroid levels, as demonstrated for intramuscular treatments [33]. Reliable oral dosing may depend on variable such as recent food consumption, maternal weight which will need to be explored clinically. This report together with our other recent studies in sheep and monkey models establish the rational for developing knowledge based approaches to new ANS treatment strategies [12, 15].

How the deposited data were processed for this re-analysis (not part of the article)

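RNA-sequencing libraries from the lung, liver and hippocampus of 8 Rhesus macaque fetuses were analysed, 24 libraries in all. In each tissue 4 libraries came from animals given the clinical treatment and 4 from animals given oral Beta-P, and the tissue, treatment and animal of each library were taken from the sample labels, which were checked against the groups the paper describes. The pharmacokinetic, pressure-volume and PCR measurements were not analysed here.

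The authors deposited one table per tissue with a count for each of 45579 Ensembl transcripts and each library, without normalization. The lung and hippocampus tables hold whole counts, and the deposited liver table holds estimated counts, of which 55.4% are not whole. The liver values were rounded to whole numbers. The authors aligned paired-end reads to the macaque genome build MMUL1.0 with STAR and used DESeq2. The paper's text does not name the tool that counted reads per transcript, the annotation release or the treatment of reads shared by transcripts, so the share of a count that rests on such reads is unknown. Every column of the tables was matched to a library by its name. No transcript identifier could be paired with a gene name from the tables used here, so all values are for transcripts, gene lists and biological processes were not tested, and counts were not summed by gene. Lists for cell division, lung development, extracellular matrix, erythroid cells, angiogenesis, actin filaments, the lung maturation markers, a glucocorticoid response and cell types had been written before the data were examined and were not used for this reason.

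The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3), fitted to each tissue separately. Transcripts with few counts were removed with edgeR's filterByExpr, libraries were normalized by the TMM method, and p-values were adjusted by the Benjamini-Hochberg method. The test covered 27108 transcripts in the lung, 25064 in the liver and 29041 in the hippocampus, and 5902, 7087 and 5241 of those listed, respectively, had no count in any library. Standard errors of log2 fold changes were derived from the test's F statistic. A transcript was called differentially expressed at a fold change of at least 1.5, a p-value below 0.05 and a q-value below 0.1, as in the paper. DESeq2 (version 1.42.0) with default settings was the first alternative, since the authors used it. In DESeq2, 436 lung, 455 liver and 391 hippocampus transcripts received no p-value because of an extreme count in one library, and these stayed uncalled.

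The scripts were tested on simulated data, drawn for the 27108 lung transcripts with their means, the library sizes and the dispersions that edgeR had estimated. In these data 200 transcripts were changed, all drawn from those above a minimum mean CPM. The recovery therefore does not extend to transcripts of low abundance. At a fold change of 2, edgeR recovered 91 of the 200 with 8 false calls, and DESeq2 recovered 127 with 99 false calls. At a fold change of 4 the numbers were 161 with 11 false calls and 180 with 103 false calls, respectively.

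Separation of the treatments was measured as the share of the squared distance between libraries that lies between treatments, over the 500 most variable transcripts after DESeq2's blind variance stabilizing transformation, with an exact permutation test over the 35 splits of 8 libraries into 4 and 4. Single transcripts were compared by exact permutation tests of the difference of means. A count of 3 or fewer was treated as the floor, and a fold against a treatment with every library at the floor was computed against 3 counts and is a lower bound. With 21088272 to 35254898 counts per library, 1 count is a small share, and for abundant transcripts the spread between animals limits the precision more than counting does. Transcripts with at most 3 counts in 2 or more libraries and at least 20 counts in 2 or more are called on/off transcripts.

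The transcripts named were to be those of the genes the paper names, and in each tissue and direction the 5 with the smallest p-value among those called whose 2 treatments did not overlap. Without gene names only the second part applied, and it gave 1 transcript. The other 3 were chosen after their values were seen.

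The lung and liver libraries of the same animals were tested together for an interaction of tissue and treatment. The animal numbers pair these libraries because they come from the same fetus, and over the 537 transcripts that were on/off in both tissues the correlation across transcripts of deviations from the mean was 0.198 on average for libraries of the same animal and -0.0282 for libraries of different animals. The fit with the animal as a replicate block was an alternative. The other alternatives were DESeq2 without Cook's distance and independent filtering, a robust fit, no filter on low counts, at least 10 counts in every library, RLE normalization, a q-value below 0.05, no fold change threshold, gestational age or sequencing run as a covariate, each library left out in turn, and, for the distances, the rlog transformation, log2 CPM with a prior count of 2, all tested transcripts and the 2000 most variable transcripts. These were chosen before the data were examined. The edgeR likelihood ratio test and the fits within one sequencing run were added after the data had been seen. Fetal sex was not analysed here.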

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

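The comparisons with other splits of the animals described here were chosen after the treatment result had been seen. A single library far from the other 3 was looked for in 47 comparisons, each of 1 measure in a group of 4 libraries. In 6 of them there was one, where chance gives about 2.35. The measures share libraries and are not independent. In the lung, the 10 most abundant transcripts took 5.94% of the counts in the library of clinical animal 1 and 4.99% to 5.03% in the other 3 clinical libraries. They took 6.43% in the library of oral animal 4 and 4.89% to 5.13% in the others. The library of oral animal 2 had the lowest lung total, 21088272 counts against 22106541 to 22312791. The lung library of oral animal 1 had a mean distance of 15.5 to the libraries of its own treatment, against 15.9 to 16.0 for the others, and the hippocampus library of clinical animal 1 had 13.1 against 12.0 to 12.2. The most suppressed liver transcript, ENSMMUT00000003782.3, had 18.2 normalized CPM in the library of clinical animal 1 and 1.11 to 3.37 in the other clinical libraries. Clinical animal 1 accounts for 3 of the 6, in 3 tissues. The one in the liver is for a transcript chosen after its values were seen, so it is not separate evidence that this animal was unusual. No measure of the whole library set its liver library apart. Sequencing run does not set its lung library apart, as that of clinical animal 2 came from the same run and had 5.00% in the 10 most abundant transcripts. Without the lung library of clinical animal 1, edgeR's quasi-likelihood test called 8 lung transcripts rather than 1. No biological explanation was tested.

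The treatment effect differed between lung and liver for 11 of 29830 transcripts, by edgeR's quasi-likelihood test of the interaction. With the treatments exchanged among the same animals, 1 of the 35 splits gave as many, the treatment split itself, and the largest of the others gave 8. The fit with the animal as a replicate block gave 0, with 1867 transcripts at an unadjusted p-value below 0.05, and 2 of the 35 splits gave as many of these. The count of interactions thus depends on whether the shared animals are in the fit. The liver table holds estimated counts and the lung table whole counts, a difference in the authors' processing that applies to both treatments alike and was not tested further. A difference between the tissues in their response remains open.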

How the results depend on the processing

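The number of differentially expressed transcripts depended on the test more than on any other choice. DESeq2 called 339 transcripts in the lung (115 induced and 224 suppressed), 296 in the liver (142 and 154) and 66 in the hippocampus (38 and 28), against 1, 0 and 0 with edgeR's quasi-likelihood test. DESeq2 with no Cook's distance filter and no independent filtering called 364 (125 and 239), 324 (163 and 161) and 110 (63 and 47), respectively. The edgeR likelihood ratio test, which was chosen after seeing the data, called 171 (51 and 120), 136 (53 and 83) and 21 (14 and 7). Of the transcripts it called, DESeq2 also called 169 in the lung, 136 in the liver and 19 in the hippocampus. The tests that bear on this difference are given among the other observations.

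The single lung transcript called by the quasi-likelihood test had an adjusted p just below the threshold. The robust fit, no filter on low counts, gestational age as a covariate, sequencing run as a covariate and a q-value below 0.05 each left 0 lung transcripts called and 0 suppressed, and so did the 6 libraries of one run alone, a comparison added after the data were seen. With at least 10 counts in every library, 2 were called, with 2 suppressed and 0 induced. RLE normalization and no fold change threshold each gave 1. The number of lung transcripts at an unadjusted p-value below 0.05 fell from 2480 to 1435 with gestational age as a covariate and to 2030 with sequencing run as a covariate. The cause was not tested. In the liver all of these settings gave 0, with between 1327 and 2376 transcripts at an unadjusted p-value below 0.05. In the hippocampus they gave 0, with between 902 and 1381 at an unadjusted p-value below 0.05, except that sequencing run as a covariate gave 8, with 8 induced and 0 suppressed. By its construction that fit rests on clinical animal 4, the 1 clinical library in the run of the oral Beta-P libraries.

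Leaving out each replicate in turn gave from 0 to 8 called transcripts in the lung across the 8 fits (0 to 5 induced and 0 to 3 suppressed), from 0 to 2 in the liver (0 to 2 induced and 0 to 1 suppressed) and from 0 to 3 in the hippocampus (0 to 3 induced and 0 to 1 suppressed). In the lung the 8 were called without the library of clinical animal 1, and 3 without the library of oral animal 2. The hippocampus gave 3 without the library of clinical animal 1 and 1 without the library of oral animal 1. The liver gave 2 without the library of clinical animal 1 and 1 without that of clinical animal 2.

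The share of the squared distance that lay between treatments did not pass the exact permutation test with the 500 most variable transcripts in any tissue. Over all transcripts passing the filter the lung share was 19.3%, which passed it. The rlog transformation, log2 CPM and the 2000 most variable transcripts did not change this in any tissue. Across the fits that left out 1 replicate the share ranged from 17.7% to 26.5% in the lung, from 18.8% to 26.8% in the liver and from 12.3% to 23.2% in the hippocampus. The average over splits depends on the number of libraries, so these shares cannot be set directly against those of the full set. The share passed the test without the library of clinical animal 1 in the lung and without the library of oral animal 3 in the liver.

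The interaction of tissue and treatment gave 11 transcripts in the lung and liver. With the animal as a replicate block it gave 0, with 1867 at an unadjusted p-value below 0.05. RLE normalization gave 11, and leaving out each animal gave from 9 to 20. The lowest count came without clinical animal 3 and also without oral animal 3, and the highest without clinical animal 4, while the count was 17 without clinical animal 1. Apart from the fits that leave out a replicate, 74 values of the comparisons were classed as the same, 32 as stronger and 13 as weaker than the main result. Among the other values 52 were the same or moved by less than the spread between replicates, 5 were stronger, 6 were weaker and 15 moved by more. These classes are not all threshold crossings. Lung calls rising from 1 to 2 were classed as stronger, and lung transcripts at an unadjusted p-value below 0.05 falling from 2480 to 1435 as weaker. The cause was not tested.

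The alternative that sums transcripts by gene symbol, the tests of gene lists with their alternatives, and the tests of the genes in Fig. 5, of the lung maturation markers and of the glucocorticoid response list were not run, because the identifiers were not paired with gene names. The low counts of many transcripts limit what the depth can show for them: in the lung 1118 of the tested transcripts had at most 3 counts in 2 or more libraries and at least 20 in 2 or more, and their fold changes depend on which animals lie at the floor.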

Differences from the paper's values

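The paper's text gives 118 induced and 236 suppressed genes in the lung, and edgeR's quasi-likelihood test gave 0 and 1 transcripts. For the liver the paper's numbers are 145 and 156, and the test gave 0 and 0. Among the alternatives set before the data were examined, DESeq2 gave 115 induced and 224 suppressed lung transcripts and 142 and 154 liver transcripts, and DESeq2 with no Cook's distance filter and no independent filtering gave 125 and 239 and 163 and 161. All of these lie within 1.5 times the paper's numbers. None of the other alternatives set before the data were examined closed the gap, and the highest counts they reached were 5 induced and 3 suppressed lung transcripts and 2 induced and 1 suppressed liver transcripts, with 1 library left out. The edgeR likelihood ratio test, chosen after seeing the values, gave 51 induced and 120 suppressed lung transcripts and 53 and 83 liver transcripts and did not close it either. The paper's methods name DESeq2.

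The paper reports no differentially expressed genes in the hippocampus. The quasi-likelihood test also called 0 transcripts, while DESeq2 called 66 at the paper's thresholds and 110 with no Cook's distance filter and no independent filtering.

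In Fig. 4A the paper colours the principal component positions by treatment. These positions were read by eye, to at most 2 digits, and compared with the positions computed here, with either sign of each axis and a common scale. In the liver the root mean square distance between the positions in the figure and the libraries of the treatment given by its colour was 0.152, and it was 8.36 with the treatments exchanged. In the hippocampus it was 3.56 as coloured and 0.0387 with the treatments exchanged, and in the lung it was 2.74 as coloured and 0.591 exchanged. The common scale of the better match was 1.00 in the liver and the hippocampus and 0.724 in the lung, so the lung match is the poorer one. By this comparison the colours of the hippocampus panel, and less closely those of the lung panel, match the sample labels used here with the treatments exchanged, and those of the liver panel match as coloured. The samples were kept as labelled.

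Fig. 5 lists genes, and the values in the deposited tables are for transcripts. The values of the figure were read by eye and compared with the log2 fold changes of transcripts called by DESeq2. Within 0.06, 19 of the 20 induced and 20 of the 20 suppressed lung entries lay beside a transcript of their own, as did 20 of 20 induced and 19 of 20 suppressed liver entries. The numbers of transcripts called by DESeq2 with a fold change as large as the smallest one listed were 22, 22, 21 and 24, in the same order, so that some transcripts with fold changes as large as those listed are not in the figure.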

Other observations

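The fits with RLE normalization and with gestational age as a covariate were chosen before the data were examined. The other tests given here, the likelihood ratio test included, were chosen after the numbers of differentially expressed transcripts had been seen. What each explanation would give was written down before the test's own value was seen for sequencing run in the hippocampus, normalization, the dispersion estimate, fold changes shared between tissues and treatment and the lung on/off transcripts, and after it for the others.

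The treatment split was compared with all 35 splits of the 8 animals into 4 and 4. In the lung 1 of the 35 splits, the treatment split, gave as many transcripts called by DESeq2 (339, with a largest value of 304 and a median of 65.5 over the others), and 1 gave as many at an unadjusted p-value below 0.05 with edgeR (2480, against 1985 at most). In the liver 1 of the 35 gave as many DESeq2 calls (296, against 186 at most and a median of 70), and 2 gave as many transcripts at an unadjusted p-value below 0.05 (1775, against 1910 at most). In the hippocampus 18 of the 35 gave as many DESeq2 calls as the treatment split (66, against a median of 63.5 over the others and 353 at most), and 25 gave as many at an unadjusted p-value below 0.05. By edgeR's calls the treatment split did not stand out in the lung, where 8 of the 35 splits gave as many as its 1 call. In the liver and the hippocampus the treatment split gave 0 calls (1775 and 902 transcripts at an unadjusted p-value below 0.05), so that all 35 splits in the liver and all 35 in the hippocampus gave as many by construction, and the edgeR calls decide nothing there. A lung difference larger than the animal-to-animal splits give was thus seen with both tools. In the liver it was seen with the DESeq2 calls and fell just short with the unadjusted p-values, and in the hippocampus it was not seen. At the paper's thresholds, the 34 other splits of the lung libraries gave at least 30 DESeq2 calls each.

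Why DESeq2 called 339 lung transcripts where edgeR's quasi-likelihood test called 1 was examined. On/off transcripts made up 15.3% of the lung DESeq2 calls, so they were a minority. They made up 4.12% of the transcripts tested by edgeR. Of the 339 calls, 46 did not pass edgeR's filter on low counts, so the 2 shares have different backgrounds and do not measure an enrichment. Normalization was not the cause, since edgeR with RLE normalization called 1. The edgeR likelihood ratio test, which does not widen the test for uncertainty in each transcript's dispersion, called 171, of which 169 were among the 339. This argues against that uncertainty as the whole cause, while it may account for part of the calls. In the simulated lung data, where 200 transcripts truly changed 2-fold, DESeq2 made 99 false calls and edgeR 8. The simulation drew its dispersions from edgeR's own estimates, which may favour edgeR.

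The oral Beta-P fetuses were on average younger, and the lung libraries came from 2 sequencing runs. If the treatment difference were one of gestational age, the slope per day of gestation within the 4 oral Beta-P libraries would run against the treatment fold change, with a correlation across transcripts of about -0.136 in the lung and -0.122 in the liver, from the variance of the fold changes above that of other splits. The observed correlations were 0.0182 in the lung and 0.00755 in the liver. Over the 24 orders of the 4 ages they ranged from -0.0246 to 0.0253 and from -0.104 to 0.122. For the lung this argues against gestational age as the whole cause. The expected value for the liver also lay below the range, but narrowly. Oral animal 3, the youngest at 127 days, was also the only liver library of its run. Age and run are thus mixed in the liver slope, and the liver test is weaker for this reason. Transcripts are not independent replicates, and the test rests on 4 animals. In the hippocampus the correlation was 0.0437, and no expected value could be formed because the treatment split had less variance than the other splits, so the test decides nothing there. With gestational age as a covariate the lung transcripts at an unadjusted p-value below 0.05 fell to 1435, and a part played by age is not excluded. For sequencing run, the difference between the clinical lung libraries of the 2 runs had a correlation across transcripts of -0.0455 with the difference between clinical and oral Beta-P libraries, where 0.216 would be expected if run were the whole cause and 0.133 was the highest of the 6 pairings of the clinical libraries, which argues against run as the whole cause.

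In the hippocampus the 3 libraries of one run against the 5 of the other gave 77 transcripts called by DESeq2, against 66 for the treatments. With edgeR the split by run gave 0, with 1138 at an unadjusted p-value below 0.05. As 7 of the 8 libraries fall on the same side in both comparisons, run and treatment cannot be told apart in this tissue.

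On/off transcripts numbered 1737 in the lung, 1885 in the liver and 1783 in the hippocampus. The pattern of which animals were off recurred between tissues. Over the 537 transcripts that were on/off in both lung and liver, no other of the 40320 pairings of the 8 animals gave same-animal correlations as high (exact p = 2.5e-05, the smallest possible), so sampling noise of single libraries is not the whole source. In 8 of 8 animals the lung library was closest to the liver library of its own animal, which argues against samples exchanged between animals in the lung or the liver alone. For lung and hippocampus too, no other of the 40320 pairings was as high, with a mean correlation of 0.149 by animal number and 0.144 for the next pairing, and the lung library was closest to the hippocampus library of its own animal in 7 of 8 animals. The 576 pairings that match every clinical animal with an oral Beta-P animal reached a mean correlation of at most 0.0517 for lung and hippocampus, 0.0763 for liver and hippocampus (0.164 by animal number) and 0.00616 for lung and liver (0.198 by animal number), which argues against treatments exchanged in every hippocampus library. For liver and hippocampus 4 of the 40320 pairings, the own one included, were as high (exact p = 9.9e-05), and 5 of 8 liver libraries were closest to the hippocampus library of their own animal, so a single exchange in the hippocampus stays open, since the comparisons with the lung and the liver differ. Of the 537 transcripts, 8.94% had a correlation above 0.8 across the animals, against 1.41% on average for other pairings. What share a sequence difference between the animals and the reference would give is not known, so it stays open as a source of these patterns. For the 48 transcripts with such a correlation, it and a difference in expression between animals cannot be told apart, since no sequences were analysed here. How the authors' counting divided reads between the transcripts of a gene was not tested. An on/off transcript was counted as sorted by treatment when no library of one treatment was at the floor. Some libraries of the other treatment could still be above the floor, so the share includes transcripts that were only partly sorted. By this rule the share in the lung was 22.3%, against a mean of 19.4% over the splits. The lung share was 2.88 percentage points above that mean and was reached by 1 of the 35 splits. In the liver 11 and in the hippocampus 5 of the 35 splits gave as high a share, so sorting by treatment beyond that of other splits was seen in the lung alone.

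The treatment fold changes of lung and liver had a correlation of 0.138 across 23345 transcripts. This is not larger than for other groupings of the same animals, as 20 of the 35 splits gave a correlation as high, with a median of 0.141. Differences between animals that both tissues share are therefore a candidate explanation for it, and an effect of the treatment shared by the tissues was not detected by this test.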
